# Inhibition of a K9/K36 demethylase by an H3.3 point mutation found in paediatric glioblastoma

**DOI:** 10.1038/s41467-018-05607-5

**Published:** 2018-08-07

**Authors:** Hsiao P. J. Voon, Maheshi Udugama, Wendi Lin, Linda Hii, Ruby H.P. Law, David L. Steer, Partha P. Das, Jeffrey R. Mann, Lee H. Wong

## Abstract

An array of oncogenic histone point mutations have been identified across a number of different cancer studies. It has been suggested that some of these mutant histones can exert their effects by inhibiting epigenetic writers. Here, we report that the H3.3 G34R (glycine to arginine) substitution mutation, found in paediatric gliomas, causes widespread changes in H3K9me3 and H3K36me3 by interfering with the KDM4 family of K9/K36 demethylases. Expression of a targeted single-copy of H3.3 G34R at endogenous levels induced chromatin alterations that were comparable to a KDM4 A/B/C triple-knockout. We find that H3.3 G34R preferentially binds KDM4 while simultaneously inhibiting its enzymatic activity, demonstrating that histone mutations can act through inhibition of epigenetic erasers. These results suggest that histone point mutations can exert their effects through interactions with a range of epigenetic readers, writers and erasers.

## Abstract (web summary)

Recent studies have identified a number of oncogenic histone point mutations in different cancers. Here the authors provide evidence that H3.3 G34R substitution mutation, which is found in paediatric gliomas, causes changes in H3K9me3 and H3K36me3 by interfering with the KDM4 family of K9/K36 demethylases.

## Introduction

Eukaryotic chromosomes are comprised of a repeated array of approximately 147 bp of DNA wrapped around a nucleosome. Each nucleosome consists of an octamer of four core histone proteins; two subunits each of H2A, H2B, H3, H4, or an equivalent variant. The DNA/nucleosome complex forms the basic unit of chromatin, a structure which confers genomic stability and protects against DNA damage. In addition to conferring structural integrity through direct interactions with DNA, nucleosomes can also be post-translationally modified (PTM) to facilitate dynamic and nuanced regulation of DNA-related processes. These PTMs include the trimethylation of key lysine residues on the N-terminal tail of histone H3 such as H3K9me3, H3K27me3 and H3K36me3, which are involved in promoter silencing and prevent spurious intragenic transcription^1,2^. The steady state equilibrium of these modifications is dependent on the balanced activity of chromatin modifiers such as methyltransferases (e.g. SETDB1, PRC2 and SETD2)^3–5^ and demethylases (e.g. KDM4 A/B/C)^6,7^. The continual action of chromatin modifiers is required to maintain appropriate chromatin states to facilitate all genomic processes. Any significant disruption of chromatin pathways leads to destabilisation of the genome by interfering with DNA replication, repair and transcription, and ultimately renders genomic DNA vulnerable to mutagenic events.

This loss of genomic integrity is a hallmark of cancers and accordingly, mutations in chromatin-related genes have been identified as oncogenic drivers. Many cancers harbour at least one mutation in a chromatin-related gene including DNA methyltransferases, histone modifiers, chromatin readers and remodellers^8^. In addition, some oncogenic mutations can alter chromatin states indirectly through the inhibition of chromatin modifiers. For example, point mutations in a metabolic enzyme, isocitrate dehydrogenase (IDH1/2) produces 2-hydroxyglutarate (2-HG)^9–11^, an oncometabolite that competitively inhibits 2-oxoglutarate (2-OG)-dependent dioxygenase histone and DNA demethylases^12,13^. The IDH1/2 mutations are frequent events in certain cancers such as lower grade gliomas^14–17^ where they also overlap with inactivating mutations in ATRX^14–17^, a chromatin remodeller which deposits histone H3.3 at heterochromatin^18–20^. H3.3 is a replication-independent histone variant, which replaces canonical histone H3.1/2 outside of S-phase^21^. Interestingly, point mutations in histone H3.3 are common events in certain cancers, indicating that the ATRX/H3.3 chromatin pathway is a key contributor to the molecular pathogenesis of particular cancers.

The oncohistone mutations which have been discovered to date, are uniformly single-copy substitution mutations predominantly on H3.3, with rare occurrences on H3.1/2. Examples include the H3/H3.3 K27M mutation which is frequently detected in paediatric gliomas^22,23^, and H3/H3.3 K36M mutations which are common in chondroblastomas^24^ and head and neck squamous cell carcinomas^25^. These lysine to methionine mutations have been demonstrated to act in a dominant-negative manner by inhibiting the histone lysine methyltransferases which normally methylate the cognate residues, resulting in genome-wide chromatin alterations^26,27^. In addition, a number of substitutions have been detected at the glycine residue at H3/H3.3 position 34 (G34)^22–24^, including an H3.3 G34R substitution which is commonly found in paediatric gliomas^22,23^. The functional consequences associated with G34 mutations are not well understood. H3.3 G34R has been reported to directly inhibit SETD2-mediated (SET domain containing 2) H3.3 K36me3 on the mutated histone^26^, though not in a dominant-negative manner which is expected from heterozygous single-copy mutations. Furthermore, oncogenic chromatin mutations generally trigger genome-wide chromatin alterations but the genomic changes associated with H3.3 G34R have not yet been established.

We created a single-copy *H3f3a* G34R targeted mutation in mouse embryonic stem (ES) cells to faithfully recapitulate the mutations identified in paediatric gliomas. We find that this mutation triggers a gain in H3K36me3 across the genome, suggesting that H3.3 G34R inhibits the activity of a histone lysine demethylase. We identify the KDM4 A/B/C family of K9/K36 demethylases as likely candidates, and show that the H3K9me3 and H3K36me3 profile in H3.3 G34R mutants closely resemble a KDM4 A/B/C triple-knockout. Furthermore, we demonstrate that H3.3 G34R preferentially binds to KDM4 and inhibits its enzymatic activity. Studies of other oncohistone mutations have described a general mechanism where the mutated residues inhibit the activity of a chromatin remodeller (e.g. K27M/PRC2, K36M/SETD2). We describe a similar phenomenon for the H3.3 G34R mutations and identify the KDM4 histone lysine demethylases as the key chromatin modifiers, which are disrupted by this mutant histone. The IDH1/2 mutations are also known to inhibit the KDM4 demethylases, raising the possibility that H3.3 G34R and IDH1/2 mutations may drive oncogenesis through parallel pathways.

## Results

### Creation of mouse ES cells with an H3.3 G34R mutation

In mouse and humans, the H3.3 histone variant is expressed from two distinct genes (*H3f3a* and *H3f3b*) which encode identical proteins^28,29^. The G34R substitution in paediatric gliomas always occur as heterozygous mutations on *H3f3a*^22,23^, and tumours retain three normal copies of H3.3 in addition to the canonical H3.1/2 histones. Therefore, the oncogenic properties of H3.3 G34R emerge in a context where the mutant histone comprises a small fraction of total cellular H3. As such, modelling the H3.3 G34R mutation with an ectopic overexpression system could result in artefactual phenotypes that mask the underlying oncogenic mechanisms. Instead, we opted to create a targeted mutation on the mouse *H3f3a* locus to accurately reflect the full H3.3 genotype of paediatric gliomas.

A two-step recombination strategy was used to express H3.3 G34R mutant transcript from the endogenous *H3f3a* promoter^28,29^. 

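H3f3a lies on the minus strand of chromosome 1 in the mm9 assembly, from 182730963 to 182744074, and its transcript ENSMUST00000161308 has 4 exons. Exon 1 is untranslated. Exon 2, the exon replaced in the targeting, spans 182741930 to 182742080 (151 bp) and holds the start of the coding sequence, from 182742057 down to 182741930 (128 bp). Exon 3 (182740248 to 182740401) is entirely coding. Exon 4 (182730963 to 182733336) holds the last 126 bp of coding sequence before the stop codon, the stop codon and the 3′ untranslated region. Codon 34, counted without the initiator methionine as is usual for histones, is GGG (glycine) at bases 103 to 105 of the coding sequence. With the stop codon this sequence is 411 bp long. In the genome it occupies 182741953 to 182741955, within exon 2. The reference sequence from base 91 to base 117 of the coding sequence is CCCTCTACTGGAGGGGTGAAGAAACCT.

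**Figure D1:**
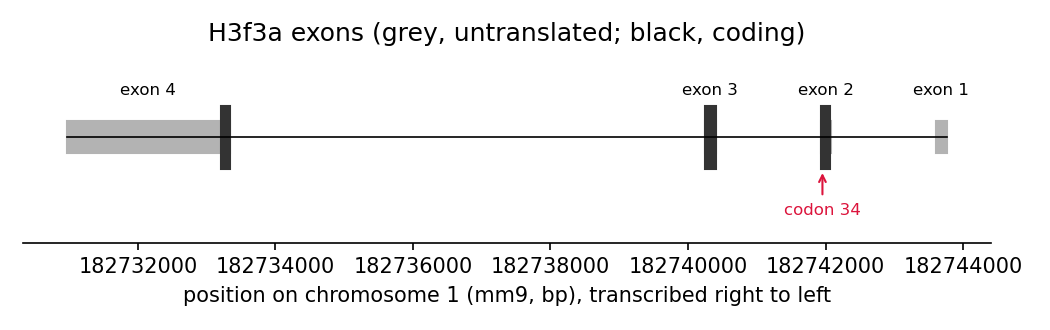
Map of H3f3a on chromosome 1 (mm9, position in bp on the horizontal axis). Grey boxes are untranslated and black boxes coding parts of the 4 exons, and the arrow marks codon 34, which sits in exon 2.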

A targeting vector comprised of three cassettes (wild-type (WT) *H3f3a*, *neo* and *H3f3a* G34R) was substituted for exon 2 of *H3f3a*, creating a conditional allele which expressed a WT *H3f3a* minigene from the endogenous *H3f3a* promoter (Fig. 1a). Cre-recombinase was added to excise the WT *H3f3a* and *neo* cassettes from the conditional allele, and brought the *H3f3a* G34R transgene under the control of the endogenous *H3f3a* promoter (Fig. 1a). The correct targeting and Cre-mediated excision were confirmed by Southern blot using digests and probes as illustrated (Fig. 1a). Results from WT, conditional and two G34R mutants are shown (Fig. 1b); fragment sizes were consistent with predicted sizes for single-copy targeted integration (Fig. 1b). A schematic depiction of the full H3.3 genotype of *H3f3a* G34R, hereafter referred to as H3.3 G34R, is shown (Fig. 1c).

**Fig. 1:**
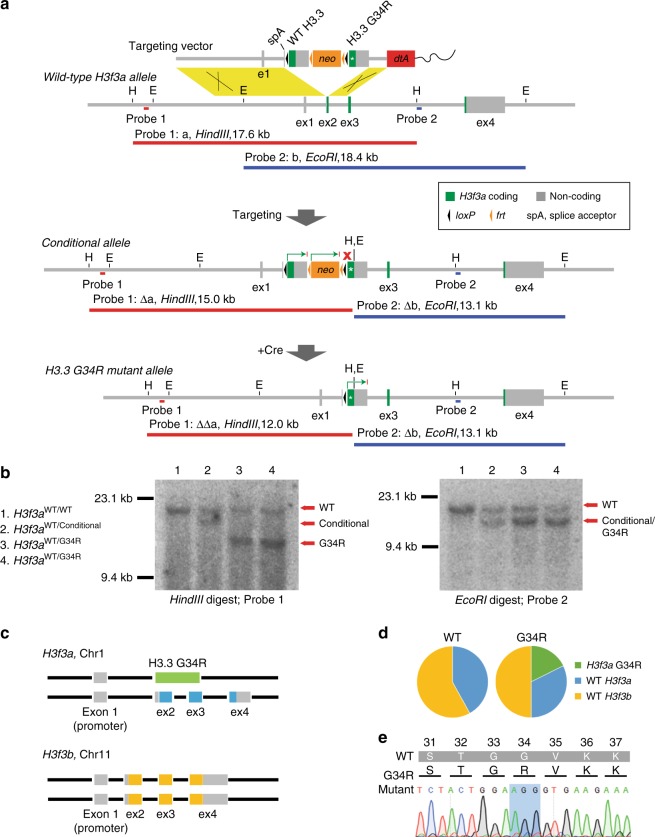
Creation and characterisation of mouse ES cells with a single copy H3.3 G34R mutation. **a** Targeting strategy for the expression of an H3.3 G34R mutant transgene from the endogenous *H3f3a* promoter. Location of Southern blot probes and expected band sizes are shown. **b** Southern blots of clones which are homozygous for WT *H3f3a*; heterozygous for the conditional allele; and heterozygous for the H3.3 G34R mutant allele. **c** Schematic representation of H3.3 genes in G34R mutants which are heterozygous WT/G34R *H3f3a* and homozygous for WT *H3f3b*. **d** Proportion of RNA-seq reads from WT and G34R cells which map to *H3f3a* G34R, WT *H3f3a* and WT *H3f3b*. **e** Sanger sequencing of cDNA from G34R cells amplified with transgene-specific primers

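RNA from WT and G34R mouse embryonic stem (ES) cells was sequenced as 1 library per cell line, so no value below has a replicate. Each library was made from 500 ng of total RNA with 12 cycles of amplification and read as 50 bp single-end stranded reads. The authors aligned the reads to mm9 with STAR, counted them in Seqmonk over merged transcripts, and deposited read densities scaled for transcript length and library size (RPKM) for 26127 probes in each sample. The depth is not given in the files, but the RPKM of short single-exon genes fell on plain steps worth 1 read each. From these steps the normalisation total was estimated as 88.3 M reads in WT cells (bootstrap interval 87.7 to 88.8) and 72.7 M in G34R cells (72.1 to 73.3). At this depth 1 read on a 1 kb transcript is worth 0.0113 RPKM in WT cells and 0.0138 RPKM in G34R cells. The RPKM values summed to 156468 in WT cells and 151548 in G34R cells, and the 10 highest probes held 5.7% and 5.8% of these sums. Changes were calculated as log2 (G34R/WT RPKM) with values under 0.01 RPKM set to 0.01. With 1 library per cell line, a gene was compared with the 500 genes nearest to it in mean RPKM, whose scatter (the scaled median absolute deviation) served as the yardstick. That scatter holds real differences between the cell lines as well as noise, and is not a replicate error. The main choices that could change the numbers were the floor or pseudocount, the filter on low RPKM and the scaling of the 2 libraries.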

To ensure that the H3.3 G34R mutation was appropriately expressed, we used RNA-sequencing reads to assess relative expression of *H3f3a* G34R, WT *H3f3a* and *H3f3b* (Fig. 1c). 

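The coding sequences of H3f3a and H3f3b (chromosome 11 of mm9, transcript ENSMUST00000106454) are both 411 bp long and differ at 95 positions (76.9% identical), while the encoded proteins of 136 residues are identical. Codon 34 is GGG in both genes. It lies at 182741953 to 182741955 on chromosome 1 in H3f3a, and at 115885219 to 115885221 on chromosome 11 in H3f3b, where it falls in exon 4 of 6. A 50 bp read that covers the whole codon can start at 48 positions and falls between bases 56 and 152 of the coding sequence, counted from the A of the start codon. In this interval of 97 bp the genes differ at 20 positions, with the H3f3a base given first and the H3f3b base last. The nearest on the 5′ side are T99C and A102C, and the nearest on the 3′ side are A114G and T120C. Every one of the 48 possible reads spans between 7 and 11 of the differences. The paper reasons from these differences that reads over codon 34 also tell H3f3a and H3f3b apart.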

As *H3f3a* and *H3f3b* are genetically distinct, RNA-seq reads which were informative for codon 34 were also able to discriminate between these two alleles (Supplementary Fig. 1). 

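H3f3a (ENSMUSG00000060743) had 8.17 RPKM in WT cells and 4.89 RPKM in G34R cells (no replicates), a log2 (G34R/WT RPKM) of -0.74. H3f3b (ENSMUSG00000016559) had 68.84 RPKM in WT cells and 58.76 RPKM in G34R cells, a log2 ratio of -0.23. Among the 500 genes of nearest mean RPKM, 14.4% had changed at least as far from their median as H3f3a and 66.2% at least as far as H3f3b, so neither change stood outside the scatter of other genes. The estimated numbers of reads behind these values were 2528 and 1246 for H3f3a and 18090 and 12713 for H3f3b, in WT and G34R cells respectively. H3f3a made up 10.6% of the RPKM of both H3.3 genes in WT cells and 7.7% in G34R cells. RPKM per gene does not separate the G34R allele from the WT allele of H3f3a, and the reads over codon 34 that do so are not in the files analysed here. Adding a pseudocount of 1 to each RPKM moved the shares to 11.6% and 9.0%. From the proportions of codon 34 reads in Fig. 1d, the paper concludes that the mutant allele is expressed at an appropriate level beside the WT copies.

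**Figure D2:**
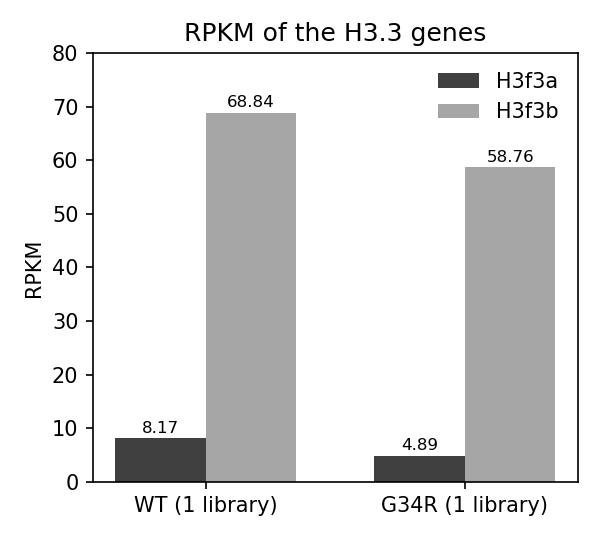
RPKM of H3f3a (dark bars) and H3f3b (light bars) in the single WT and G34R libraries, without error bars because there are no replicates. H3f3b is the higher gene in both, at 68.84 and 58.76 RPKM.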

The relative proportion of reads which mapped to each H3.3 allele showed that *H3f3a* G34R is expressed at an appropriate level against a background of WT *H3f3a* and *H3f3b* (Fig. 1d). The full complement of informative RNA-seq reads are also shown with the distinguishing nucleotides highlighted (Supplementary Fig. 1). The expression of H3.3 G34R was further confirmed by Sanger sequencing of cDNA amplified with transgene-specific primers (Fig. 1e).

### Increased H3K36me3 across some genes in H3.3 G34R cells

As H3.3 G34R has previously been reported to inhibit SETD2^26^, we performed H3K36me3 ChIP-seq in G34R mutants and compared this against WT cells. As H3K36me3 is predominantly associated with gene bodies and transcriptional elongation^30,31^, we counted reads over H3K36me3-enriched genes and found a moderate elevation in G34R mutants relative to WT cells (Fig. 2a, b). These results do not contradict the idea that H3.3 G34R can directly block SETD2 on the mutated histone^26^, however the increase in H3K36me3 indicates that this is not the major mechanism through which H3.3 G34R exerts its effects. The gains in H3K36me3 were restricted to particular genomic regions rather than uniformly altered across the genome (Fig. 2c), which was also confirmed by ChIP-qPCR (Fig. 2d, Supplementary Fig. 2a). The increased H3K36me3 signal was not detectable by Western blots of whole cell extracts (Supplementary Fig. 2b), supporting the idea that these alterations were limited to distinct genomic sites and indicating that H3.3 G34R interferes with very specific genomic processes.

**Fig. 2:**
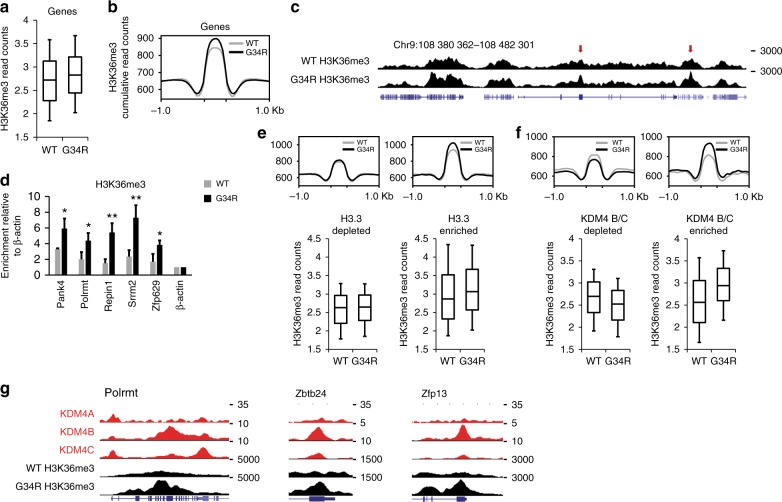
H3.3 G34R triggers gains of H3K36me3 within genes in a Kdm4-associated manner. **a** Normalised H3K36me3 ChIP-seq reads across all H3K36me3-enriched genes in WT and G34R cells. **b** Cumulative ChIP-seq read counts of H3K36me3 in WT and G34R cells. **c** Screenshot of H3K36me3 ChIP-seq in WT and G34R mutated cells. Red arrows indicate gains of H3K36me3 at discrete genomic sites. **d** H3K36me3 ChIP-qPCR in WT and G34R cells. Results are normalised for input and bars represent mean enrichment of three independent experiments, calculated relative to a negative control (β-actin promoter). Error bars represent standard deviation of three independent experiments (*n* = 3). *P*-values calculated using Student’s *T*-test (*P < 0.05, **P < 0.01). **e** Cumulative and normalised H3K36me3 read counts at H3.3 depleted (*n* = 7795) and enriched (*n* = 3161) genomic regions. **f** Cumulative and normalised H3K36me3 read counts at KDM4 B/C depleted (*n* = 4950) and enriched (*n* = 618) genomic regions. **g** Screenshots of WT-KDM4 A/B/C and H3K36me3 in WT and G34R cells at three representative genes: *Polrmt*, *Zbtb24* and *Zfp13*. ChIP-seq of KDM4-A^36^, -B and -C^37^ were obtained from GEO (accession number GSE64252 and GSE43231, respectively). Boxes represent 25th, median and 75th percentile; whiskers represent 10th and 90th percentiles

As the G34R mutation is specific to H3.3, we first sought to determine if there was a direct association between the distribution of H3.3^19^ and changes in H3K36me3. The genome was binned according to H3.3 enrichment and WT/G34R H3K36me3 read counts were compared. We observed moderate gains of H3K36me3 in G34R mutants at H3.3-enriched regions (Fig. 2e), indicating the H3.3 G34R mutation might be altering H3K36me3 both directly and indirectly. This is analogous to the H3.3 K27M mutation, which alters H3K27me3 both directly and indirectly by inhibiting a histone K27 methyltransferase within the polycomb repressor 2 complex (PRC2)^26^.

### Gains in H3K36me3 are associated with KDM4 binding

We therefore reasoned that the observed gains in H3K36me3 could be due to H3.3 G34R inhibition of a K36 demethylase. The demethylation of H3K36me3 is primarily catalysed by three closely related KDM4 (histone lysine (*K*) *d*e*m*ethylase) enzymes, KDM4-A, -B and -C^6,7,32^. This family of demethylases are structurally highly similar and all have dual substrate specificity towards both H3K36me3 and H3K9me3^32–34^. The crystal structures of these enzymes indicate that a small amino acid is required at the −2 position (e.g. glycine at position 34) for full catalytic activity^34,35^. We therefore asked if the gains in H3K36me3 could be due to H3.3 G34R interference with KDM4 A/B/C.

To address this, we obtained ChIP-seq of KDM4-A^36^, -B and -C^37^, then binned the genome according to KDM4 A/B/C enrichment and assessed H3K36me3 in WT vs G34R cells. The three demethylases had overlapping distribution profiles and the majority (2596/4207, 62%) of KDM4 binding sites were simultaneously enriched for all three KDM4 A/B/C (Supplementary Fig. 2c). The remainder fell into two major clusters; 19% (778/4207) were enriched for KDM4A alone while 15% (618/4207) were enriched for KDM4B and KDM4C (KDM4 B/C) together (Supplementary Fig. 2c). We observed an association between KDM4 enrichment and regions which gained H3K36me3 in G34R mutants, though not at sites enriched for KDM4A alone (Supplementary Fig. 2d,e). The gains in H3K36me3 were particularly prominent at KDM4 B/C-enriched regions (Fig. 2f), and examples of gene bodies which are enriched for KDM4 and gain H3K36me3 are shown (Fig. 2g). We note that KDM4 binding frequently coincided with H3.3 enrichment but we were able to isolate a number of KDM4 B/C sites with variable H3.3 content (Supplementary Fig. 2f). We observed H3.3-independent gains in H3K36me3 at these sites (Supplementary Fig. 2g), indicating the H3.3 G34R mutant can exert effects by interfering with KDM4 function.

### H3.3 G34R cells gain H3K9me3 in a KDM4-associated manner

As KDM4 has dual (K9/K36) demethylation activity, this model predicts H3K9me3 profiles would also be altered in H3.3 G34R mutants. To test this, we performed H3K9me3 ChIP-seq in WT and G34R cells and isolated genic regions which were enriched for H3K9me3 in either cell type. Similar to H3K36me3, we observed moderate gains of H3K9me3 across all of these regions (Fig. 3a). We next asked if the gains of H3K9me3 in the G34R mutants could be attributed to disruption of KDM4. We binned these regions according to KDM4 A/B/C enrichment (the three enzymes were inseparable at these sites, Supplementary Fig. 3a) and found that, similar to H3K36me3, high levels of KDM4 binding predicted gains of H3K9me3 in G34R cells (Fig. 3b). Together, these results demonstrate that expression of H3.3 G34R causes gains of both H3K9me3 and H3K36me3 in a KDM4-associated manner, and supports the idea that H3.3 G34R is inhibiting the KDM4 demethylases.

**Fig. 3:**
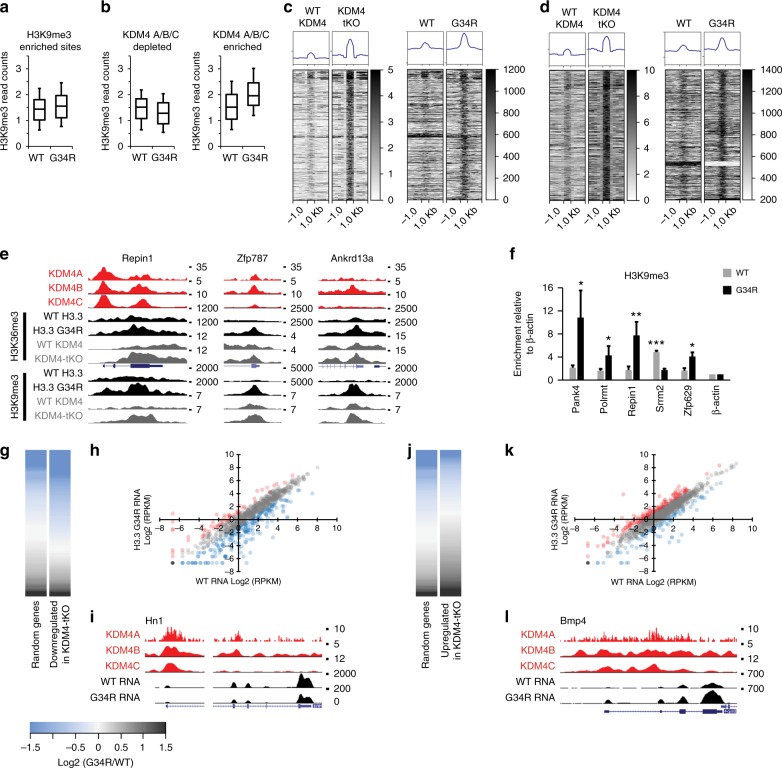
H3.3 G34R triggers gains in H3K9me3 and genocopies KDM4 A/B/C triple-knockout. **a** Normalised H3K9me3 ChIP-seq reads across all H3K9me3-enriched genes in WT and G34R cells. **b** Normalised H3K9me3 read counts at KDM4 A/B/C depleted (*n* = 2953) and enriched (*n* = 4761) genomic regions. **c**, **d** Heatmaps of **c** H3K9me3 and **d** H3K36me3 ChIP-seq reads at sites which gain (>1.5-fold) H3K9me3 (*n* = 927) or H3K36me3 (*n* = 439) in KDM4-tKO mutants (±1 kb) with profiles of corresponding regions in WT and G34R cells. **e** Representative screenshots of genes (*Repin1, Zfp787, Ankrd13a*) enriched for KDM4 which gain H3K9me3 and H3K36me3 in both KDM4-tKO cells and G34R mutants. H3K9me3 and H3K36me3 ChIP-seq in KDM4-tKO^36^ were obtained from GEO (accession number GSE64252). **f** H3K9me3 ChIP-qPCR in WT and G34R cells. Results are normalised for input and bars represent mean enrichment of three independent experiments, calculated relative to a negative control (β-actin promoter). Error bars represent standard deviation of three independent experiments (*n* = 3). *P*-values calculated using Student’s *T*-test (*P < 0.05, **P < 0.01, ***P < 0.0001). **g** Heatmap of log_2_ (G34R/WT RPKM) of genes which were downregulated in KDM4-tKO (*n* = 933) compared against a random selection (*n* = 933) of genes. **h** log_2_ (RPKM) of WT vs G34R RNA-seq of genes downregulated in KDM4-tKO (*n* = 933). **i** Representative screenshot of a gene which is downregulated in KDM4-tKO. **j** Heatmap of log_2_ (G34R/WT RPKM) of genes which were upregulated in KDM4-tKO (*n* = 1099) compared against a random selection (*n* = 1099) of genes. **k** log_2_ (RPKM) of WT vs G34R RNA-seq of genes upregulated in KDM4-tKO (*n* = 1099). **l** Representative screenshot of a gene which is upregulated in KDM4-tKO. Red and blue circles indicate genes which are >2-fold up or downregulated in G34R relative to WT. Boxes represent 25th, median and 75th percentile; whiskers represent 10th and 90th percentiles

### H3.3 G34R mutants are similar to KDM4 A/B/C triple knockouts

If H3.3 G34R is able to directly inhibit KDM4, we would expect to see similarities between the G34R mutants and KDM4 knockout cells. This was examined by comparing H3K9me3/H3K36me3 chromatin profiles in a KDM4 A/B/C triple-knockout (KDM4-tKO)^36^ to the H3.3 G34R profiles. We identified regions which gained H3K9me3 (>1.5-fold) in KDM4-tKO cells and observed comparable gains at these sites in the H3.3 G34R mutant (Fig. 3c). Genomic regions where H3K9me3 were unchanged (<1-fold difference) in KDM4-tKO cells also remained unchanged in the H3.3 G34R cells (Supplementary Fig. 3b). A similar relationship was observed with H3K36me3; the gains of H3K36me3 in KDM4-tKO cells were mirrored in the G34R cells (Fig. 3d) while sites where H3K36me3 were stable in KDM4-tKO also remained constant in G34R mutants (Supplementary Fig. 3c). Examples of KDM4-enriched sites which gain both H3K9me3 and H3K36me3 in KDM4-tKO and G34R mutants are shown (Fig. 3e), and gains of H3K9me3 at some sites were confirmed by ChIP-qPCR (Fig. 3f, Supplementary Fig. 3d).

As the KDM4 family are known transcriptional regulators, we next asked if the transcriptional changes in G34R cells resembled the KDM4-tKO mutants. We obtained a list of genes which were identified as either down- or up-regulated by microarray in KDM4-tKO cells^36^. The microarray gene identifiers were cross-referenced against the UCSC database to retrieve mm9 gene coordinates; 944/1005 (94%) of KDM4-tKO downregulated genes and 1099/1107 (99%) of KDM4-tKO upregulated genes were identified. We assessed WT and G34R RNA-seq data and observed clear similarities between the G34R and KDM4-tKO mutants. 

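Of the 26127 probes, 13366 had at least 0.25 RPKM in 1 or both samples, and 84.6% of these changed by no more than 2-fold between WT and G34R cells (no replicates). Genes down more than 2-fold in G34R cells numbered 1289 (9.6%), against 774 (5.8%) up. The median log2 (G34R/WT RPKM) was 0 over all probes and -0.0665 over those with at least 0.25 RPKM, with an interquartile range of -0.42 to 0.27. Many of the listed genes were weakly expressed, since 46.5% of the genes down and 43.3% of the genes up had less than 1 RPKM in the sample where they were higher. Among the 5867 genes with at least 5 RPKM, 239 were down and 181 up. In absolute terms the number of genes down moved most without a filter on low RPKM, to 2877. The number up moved most with a threshold of 1.5-fold, to 1780. A pseudocount of 1 moved both further in proportion, to 356 down and 196 up. Without replicates none of these changes could be tested gene by gene. The KDM4-tKO gene lists are not in the files analysed here, and the similarity that the paper reports rests on comparing these ratios with those lists. For some genes the paper also reports the changes by qRT-PCR (Supplementary Fig. 3e), which was not analysed here.

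**Figure D3:**
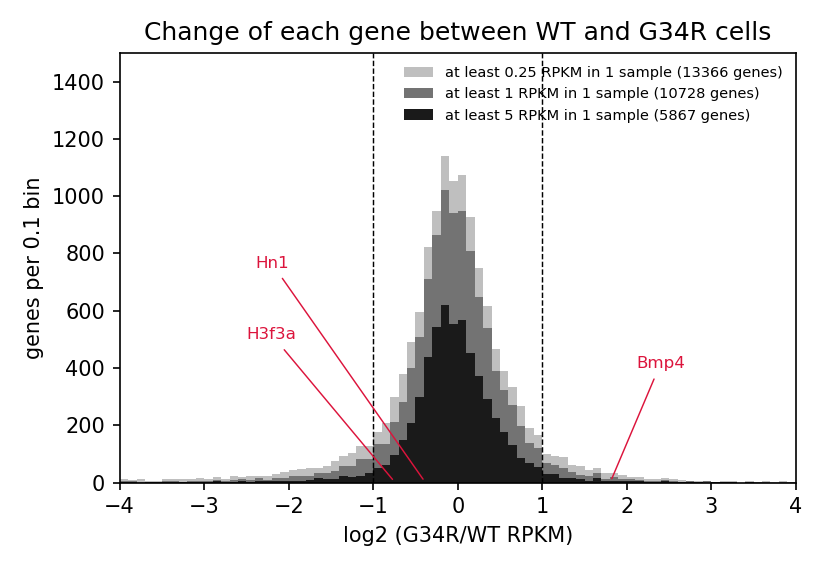
Histogram of log2 (G34R/WT RPKM), in genes per bin, for genes with at least 0.25, 1 or 5 RPKM in 1 sample (light to dark); dashed lines mark 2-fold changes. The spread narrows as the RPKM minimum rises, and Bmp4 lies beyond the upper line at 1.80.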

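The random arm of the comparison was redrawn 100 times, each time taking 933 genes from the 26127 quantitated. On average 11.0% ± 0.96 (SD across draws) of the genes were down more than 2-fold in G34R cells, with a range of 8.1% to 13.7%. Genes up more than 2-fold made up 5.5% of the draws on average. In every draw the median log2 (G34R/WT RPKM) was 0, because 32.4% of the genes had a ratio of 0 with the floor of 0.01 RPKM. Most of these genes were at 0 RPKM in both cell lines. The share of genes below 0 was 39.0% and that above 0 was 28.6%. A list that is mainly of expressed genes meets another background, since draws from genes with at least 1 RPKM had 6.3% down more than 2-fold. The share fell furthest, to 1.4%, with a pseudocount of 1. The 933 KDM4-tKO downregulated genes are not in the files analysed here, so their share could not be set beside these values. By comparing them with random genes, the paper concludes that genes downregulated in KDM4-tKO cells also tend to fall in G34R cells.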

Genes which were downregulated in the KDM4-tKO mutants tended to be downregulated in G34R cells relative to WT expression and compared against a sample of random genes (Fig. 3g,h). 

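The gene shown is Hn1, which lies on chromosome 11 of mm9 from 115358667 to 115375701. It had 26.12 RPKM in WT cells and 20.04 RPKM in G34R cells (no replicates), from about 4956 and 3131 estimated reads. The log2 (G34R/WT RPKM) was -0.38, 0.90 scatter units below the median of the 500 genes nearest in mean RPKM. Of those genes, 37.8% had changed at least as far, so the fall was within the scatter of genes of similar abundance. Rescaling RPKM to the same sum in both samples moved the log2 ratio most, to -0.3362. The paper presents Hn1 as an example of a gene downregulated in both G34R and KDM4-tKO cells.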

One example of a gene which is downregulated in both G34R and KDM4-tKO is shown (Fig. 3i). 

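Bmp4, the example in Fig. 3l, lies on chromosome 14 of mm9 from 47003195 to 47010344. It rose from 4.29 RPKM in WT cells to 14.97 RPKM in G34R cells (no replicates), from about 842 and 2420 estimated reads. Its log2 (G34R/WT RPKM) of 1.80 was 4.90 scatter units above the median of the 500 genes nearest in mean RPKM, and 1.2% of them had changed as far. A pseudocount of 1 gave a log2 ratio of 1.59. For the random arm of Fig. 3j, 100 draws of 1099 genes had 5.5% ± 0.65 (SD across draws) up more than 2-fold in G34R cells, between 3.1% and 7.6%, and 11.0% down more than 2-fold. With a pseudocount of 1 the share up dropped to 0.74%. The 1099 KDM4-tKO upregulated genes are not in the files analysed here. From their ratios beside those of random genes, the paper concludes that genes upregulated in KDM4-tKO cells also tended to rise in G34R cells.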

A similar profile was observed in the KDM4-tKO upregulated cohort, as these genes also tended to be upregulated in G34R cells (Fig. 3j–l). Transcriptional changes for a number of genes were confirmed by qRT-PCR (Supplementary Fig. 3e). Combined, these results demonstrate that expression of a single copy of H3.3 G34R is sufficient to trigger chromatin and transcriptional changes which are highly similar to those observed in KDM4-tKO mutants, strongly suggesting that this is a major pathway through which H3.3 G34R exerts its effects.

### H3.3 G34R binds and inhibits KDM4

As the H3.3 G34R mutant closely resembles a KDM4-tKO, this suggests a dominant-negative model where H3.3 G34R binds and inhibits KDM4. To test if the KDM4 demethylases preferentially bind to H3.3 G34R, we co-expressed Flag/biotin-tagged KDM4 A/B/C with either WT- or G34R-HA-tagged H3.3. We then immunoprecipitated KDM4 A/B/C and blotted for HA-H3.3 binding. We consistently detected higher levels of H3.3 G34R compared to WT H3.3 (Fig. 4a), demonstrating that this single substitution is sufficient to increase the binding preference between full-length H3.3 G34R and KDM4 in the cellular context. The preferential interaction between H3.3 G34R and KDM4 were confirmed across three independent experiments (Supplementary Fig. 4a). Equal expression of WT H3.3, H3.3 G34R and KDM4 A/B/C (Supplementary Fig. 4b), as well as equal precipitation of KDM4 (anti-Flag) (Supplementary Fig. 4c–e), were confirmed by Western blots. To test if this preferential interaction persisted when the K36 residue is methylated, we used an in vitro binding assay between recombinant KDM4 and WT H3.3 K36me3 and H3.3 G34R K36me3 peptides (Supplementary Fig. 4f). As expected, we found that KDM4-A and -C interacted with both peptides, but we again detected stronger binding of the H3.3 G34R peptide with KDM4 compared to WT H3.3 (Supplementary Fig. 4g, h).

**Fig. 4:**
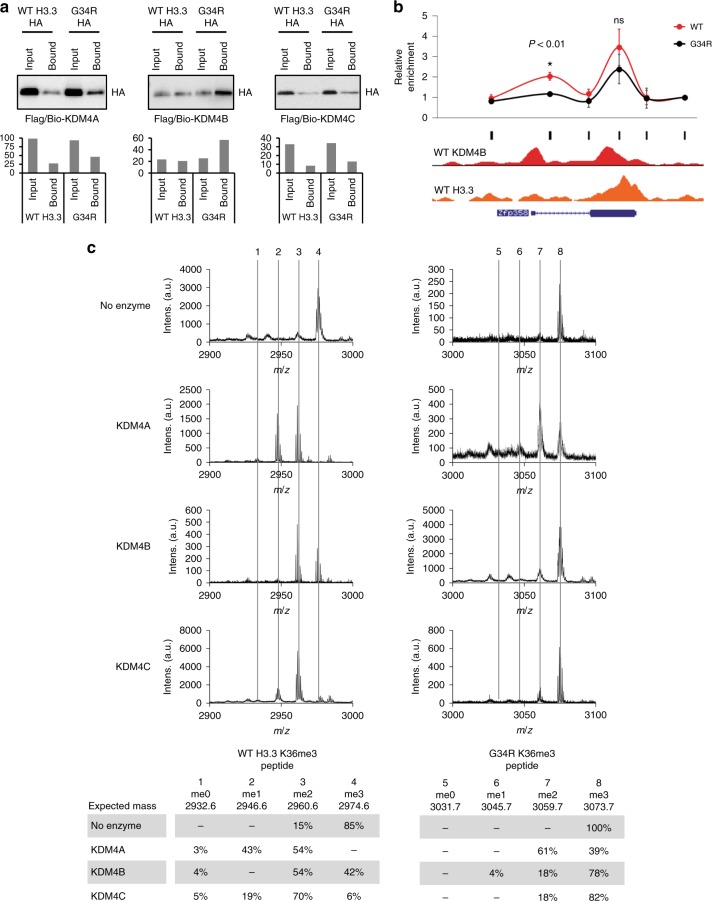
H3.3 G34R preferentially binds to KDM4 and inhibits its demethylase activity. **a** Protein pulldowns of KDM4-A, -B and -C, immunoblotted with anti-HA for detection of HA-tagged WT H3.3 and H3.3 G34R. Representative blots are shown and quantitation values are shown. **b** ChIP-qPCR of KDM4B in WT and G34R cells tiled across a representative gene, *Zfp358*. Results are normalised for input and values represent mean enrichment of three independent experiments, calculated relative to a negative control (*Zfp358*, primers 6). Data are mean average and error bars are standard deviations of three independent experiments (*n* = 3). *P*-values calculated using Student’s *T*-test (*P < 0.01). Black bars indicate primer locations. ChIP-seq profiles of KDM4B and H3.3 in WT cells across the gene are shown. **c** Mass spectrometry analysis of in vitro demethylase assays. KDM4-A, -B and -C were combined with either WT H3.3 K36me3 peptide (left panel) or a G34R K36me3 peptide (right panel). Dashed lines indicate expected masses for K36 me0, me1, me2 and me3

To determine if H3.3 G34R altered the distribution of KDM4 on chromatin, we expressed Flag-Biotin-tagged KDM4B in WT and H3.3 G34R cells, and assessed binding by ChIP-qPCR. We selected a gene (*Zfp358*) which had two peaks of KDM4B binding in WT cells; one centred on the promoter with relatively low levels of H3.3, and a second peak within the gene body with high levels of H3.3 (Fig. 4b). Using qPCR primers tiled across this gene, we found that KDM4B binding was significantly reduced at the promoter but retained at the high H3.3, intragenic site (Fig. 4b). These findings support the idea that H3.3 G34R preferentially binds to KDM4 and is able to recruit this demethylase from endogenous binding sites.

As sites that are enriched for H3.3 also show increased H3K36me3 (Fig. 2e), this suggests that H3.3 G34R may also inhibit the catalytic activity of KDM4. Structural studies indicate that the H3 G34 residue is important for the correct positioning of KDM4 relative to H3K36me3^34,35^. KDM4 has also been shown to have a preference for a small amino acid in the −2 position relative to H3K9me3 and H3K36me3 targets (e.g. A7 and G34), and an A7R substitution interfered with KDM4A demethylation of H3K9me3^34^. To determine if the G34R substitution inhibited KDM4 demethylation of K36me3, recombinant KDM4-A, -B and -C were combined with either a H3.3 K36me3 or an H3.3 G34R K36me3 peptide (Supplementary Fig. 4f) and results were analysed by mass spectrometry. KDM4-A, -B and -C were able to demethylate WT H3.3 K36me3 (Fig. 4c, left panel) while the G34R mutation substantially inhibited the demethylase activity of all three enzymes (Fig. 4c, right panel). These results support a model where H3.3 G34R preferentially binds to KDM4 and inhibits its activity, analogous to the relationship between H3.3 K27M and PRC2^26^.

## Discussion

Histone point mutations are a common feature of certain cancers including chondroblastomas (H3.3 K36M)^24^, head and neck squamous cell carcinomas (H3 K36M)^25^, giant cell bone tumours (H3.3 G34W/L)^24^ and paediatric gliomas (H3.3 K27M, H3.3 G34R/V)^22,23^. The lysine to methionine substitutions are thought to bind and inhibit lysine methyltransferases to trigger genome-wide changes in chromatin states^26,27^. The mechanism which underlies the G34 substitutions have been less clear. Early studies indicated that an H3.3 G34R substitution prevented SETD2-mediated tri-methylation of the neighbouring K36 residue but this effect is limited to the mutated histone^26^, unlike the relationship between K27M/PRC2 and K36M/SETD2 which are able to act *in trans* across the genome^26,27^.

We sought to characterise and identify the chromatin modifications and pathways which are most affected by the H3.3 G34R mutation. In paediatric gliomas, the H3.3 G34R substitution is always found in conjunction with mutations in an H3.3 chaperone, ATRX^22^. The double mutation in H3.3 and its chaperone, means that it has not been possible to accurately determine the chromatin alterations which are directly attributable to H3.3 G34R from analyses of patient samples. We addressed this by recreating the *H3f3a* G34R single-copy mutation in mouse ES cells on an otherwise WT background. The initial analysis of this cell line showed that there were localised increases in H3K36me3 at specific regions across the genome. These observations do not directly contradict the previous reports that H3.3 G34R prevents SETD2-mediated trimethylation of H3.3 G34R K36, however our findings strongly suggest the H3.3 G34R is able to alter the genome *in trans* through a separate chromatin pathway.

We reasoned that these chromatin changes may be due to inhibition of the H3K36me3 demethylases, KDM4 A/B/C^6,7^, which reportedly prefer a small amino acid (e.g. glycine) at position 34 of H3/H3.3^34,35^. As these demethylases have dual activity towards both H3K36me3 and H3K9me3, we profiled H3K9me3 and found this modification was also altered in the G34R mutant. Furthermore, the chromatin and transcriptional profiles of the G34R mutant were highly similar to those observed in a KDM4-tKO. Therefore, expression of a single copy of H3.3 G34R at endogenous levels is sufficient to alter two independent histone modifications in a manner similar to a KDM4-tKO, strongly suggesting that H3.3 G34R is interfering with the KDM4 demethylases.

Consistent with this, we were able to demonstrate that KDM4 shows binding preference for H3.3 G34R compared to WT H3.3, and this preference is sufficient to alter the distribution profile of KDM4B in an H3.3-dependent manner. It is important to note that a substantial fraction of H3.3 is incorporated into genomic repeats and our current assays were not able to fully assess the H3.3 G34R-mediated disruptions of KDM4 within these repeats. Further studies into H3.3 G34R and the other H3.3-specific oncohistones (e.g. H3.3 K27M, H3.3 K36M) should attempt to address this critical issue. Nonetheless, we were able to demonstrate that H3.3 G34R preferentially binds to KDM4 and also inhibits demethylase activity towards H3.3 G34R K36me3. The simultaneous binding and inhibition of KDM4 by H3.3 G34R, is reminiscent of the interactions between K27M/PRC2 or K36M/SETD2, and accounts for the similarities between the G34R and KDM4-tKO mutants. These findings are also consistent with observations of increased H3K36me3 in H3.3 G34V brain tumours^22,38^, suggesting that the G34V mutations may also inhibit KDM4. We do not exclude the possibility that H3.3 G34R may affect additional chromatin pathways, but we nonetheless identify KDM4 as the major pathway which is disrupted by this mutation.

Many studies have indicated that defects in KDM4 contribute to oncogenesis^7^, including neomorphic mutations in IDH1/2 which produce an oncometabolite^9–11^ that inhibits 2-OG-dependent dioxygenase demethylases, including the KDM4 family of demethylases^12,13^. The IDH1/2 mutations are relatively rare in paediatric gliomas but occur at high frequency in adult lower grade gliomas. Mutations in IDH1/2 are a defining feature of diffuse astrocytomas and are almost always found in conjunction with inactivating mutations in ATRX and TP53^14–17^. This mutation signature is identical to H3.3 G34R mutated paediatric gliomas, which are similarly mutated for ATRX and TP53^22^. This raises the possibility that mutations in H3.3 G34R and IDH1/2 act through parallel pathways, and inhibition of KDM4 may be a common feature in ATRX mutated cancers.

It is now clear that mutations in chromatin pathways are a common feature in many cancers, and the majority of mutations trigger broad changes in chromatin states. We have demonstrated that H3.3 G34R also fits this general model and outline a mechanism which enables this point mutation to alter chromatin profiles across the genome. These findings broaden the framework for understanding how histone mutations may exert their effects and suggest that, much like histone modifications, these mutations act through interactions with epigenetic readers, writers and erasers.

## Methods

### Cell culture

Mouse ES cells were cultured in Dulbecco Modified Eagle Medium supplemented with 15% heat-inactivated foetal calf serum, 10^3^ units/ml leukaemia inhibitory factor (Merck) and 0.1 mM β-mercaptoethanol. ‘WT’ cells indicate unmodified ES cells (*H3f3a*^+/+^; *H3f3b*^+/+^). ‘G34R’ cells refer to cells with a single *H3f3a* G34R mutation (*H3f3a*^+/G34R^; *H3f3b*^+/+^).

### Generation of H3.3 G34R mouse ES cell line

The single-copy H3.3 G34R mutant ES cells lines used in these studies were created using a previously described conditional allelic replacement strategy^29^. The targeting vector was identical with the previous study, except that the yellow fluorescent protein coding sequence (CDS)^29^ was replaced with H3.3 G34R CDS. On exposure of targeted cells to Cre-recombinase, the WT H3.3 minigene CDS was excised, and the mutant G34R minigene CDS was brought under control of the endogenous *H3f3a* promoter. Mutant clones were selected by restoration of G418 sensitivity (as the *neo* cassette is excised together with the WT minigene), and confirmed by Southern blot. The presence of mutant H3.3 G34R RNA transcript was validated by reverse transcription-PCR amplification of mRNA followed by DNA sequencing analysis of the PCR products using transgene-specific sequencing primers (Supplementary Table 1).

### Southern blotting

Southern Blots were performed as previously described^39^. In brief, cells were lysed with 0.5 ml of lysis buffer (50 mM Tris–HCl pH 8.0, 100 mM NaCl, 100 mM EDTA, 1% SDS). DNA was precipitated with ammonium acetate and isopropanol, and washed with 70% ethanol. DNA was resuspended in 50 μl of TE buffer. Genomic DNA was digested with a 5-fold excess of restriction enzyme and 5 μg was loaded. Blots were performed with Hybond XL membranes according to manufacturer’s protocols (GE Healthcare), except that the pre- and hybridisation solution was 5× SSPE, 5× Denhardt’s solution, 1% SDS. All gels were depurinated and washed twice with 0.2× SSC, 0.5% SDS. PCR primers for probe synthesis are shown in Supplementary Table 1. Full blots of Southern blot analyses in Fig. 1b are shown in Supplementary Fig. 5.

### Antibodies

Antibodies used were directed against H3 (Abcam ab1791), H4 (Merck Millipore), H3.3 (Merck Millipore 09-838), H3K36me3 (Abcam ab9050), H3K9me3 (Abcam ab8898), H4K20me3 (Abcam ab9053), Flag (Sigma Aldrich), HA (Roche) and Actin (Santa Cruz Biotechnology).

### Chromatin immunoprecipitation

Five million cells were fixed in growth media with 0.4% formaldehyde for 10 min and quenched with 125 mM glycine. Chromatin was released by sequential lysis with cells lysis buffer (10 mM Tris pH 8, 10 mM NaCl, 0.2% Igepal) and nuclear lysis buffer (50 mM Tris pH 8, 10 mM EDTA, 1% SDS). Chromatin was sheared to ≈300 bp with 12 rounds of sonication (30 s on, 30 s off) on a Bioruptor (Diagenode) and incubated overnight at 4 °C with either 5 μg H3K9me3 antibody (Abcam ab8898) or 10 μg H3K36me3 antibody (Abcam ab9050). Samples were immunoprecipitated with Protein A Agarose beads (Sigma-Aldrich, 05015979001) and washed sequentially with low salt (20 mM Tris pH 8, 2 mM EDTA, 50 mM NaCl, 1% Triton X-100, 0.1% SDS), high salt (20 mM Tris pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.01% SDS) and LiCl buffers (10 mM Tris pH 8, 1 mM EDTA, 0.25 M LiCl, 1% Igepal, 1% sodium deoxycholate). Chromatin was eluted with elution buffer (1% SDS, 100 mM NaHCO_3_), decrosslinked overnight at 65 °C, incubated with Proteinase K, phenol chloroform extracted and ethanol precipitated.

For KDM4B ChIP, mouse WT and G34R ES cells were transfected with Flag/Biotin-tagged KDM4B using Lipofectamine 2000 Transfection Reagent (Thermo Scientific). After 24 h, transfected cells were cross-linked first with 2 mM EGS (ethylene glycol bis(succinimidyl succinate)) (Pierce) for 45 min then subsequently with 1% paraformaldehyde for 15 min. Excess formaldehyde was quenched with glycine at a final concentration of 0.25 M. Cell were then washed, lysed and subjected to sonication as described above. Resulted chromatin was diluted in dilution buffer and immunoprecipitated with 25 μl anti-Flag-bound magnetic beads (Sigma Aldrich) at 4 °C overnight. The immunoprecipitated chromatin was washed, eluted, decross-linked and purified as described above.

### ChIP sequencing

Sample concentrations were determined by Qubit (ThermoFisher Scientific) and 20 ng of DNA was used as starting material. ChIP libraries were prepared with Nugen Ovation Ultralow System V2 (Nugen protocol M01379v1, 2014) with 10 cycles of amplification. Libraries quality was assessed by Qubit, Bioanalyzer (Agilent) and qPCR, and a single equimolar pool was made based on size-adjusted qPCR quantitation. Following denaturation, 12 pM of library pools were used for cBot hybridisation and cluster generation (Illumina Protocol 15006165 v02, Feb 2016), and samples were sequenced on an Illumina HiSeq 1500 rapid mode (50 bp SR sequencing, Illumina Protocol 15035788 Rev D, Apr 2014).

### Real-time PCR

ChIP samples were resuspended in 1 ml. 5 μl of ChIP material was combined with 0.5 μM of primers and FastStart DNA Master SYBR Green (Roche, 03003230001) in a 15 μl reaction and amplified in a LightCycler (Roche). Samples were normalised for input and compared against a negative control point (β-actin promoter). Results and error bars are the mean average and standard deviations of three independent experiments. *P*-values were calculated using Student’s *T*-test. See Supplementary Table 1 for a full list of primers used in this study.

### ChIP-seq analysis

ChIP-seq of H3K36me3 and H3K9me3 from WT and H3.3 G34R mutants were aligned to the mouse genome (mm9) with Bowtie (v1.0.0)^40^ with default settings except (m −5) to allow restricted multi-mapping to short repeats. Data were imported into Seqmonk (v 0.32.1) with PCR duplicates excluded. Reads were counted across 200 bp genomic bins and samples were normalised for total reads (per million reads). WT and H3.3 G34R datasets were normalised against each other using the ‘match distribution quantitation’ tool on Seqmonk.

We selected bins which overlapped UCSC annotated genes and only analysed sites which were enriched for H3K36me3/H3K9me3 (>95th percentile) in either WT or G34R cells. All windows within 100 bp were merged using MergeBed (−d 100 −o mean) function in BedTools (v 2.20.1). Merged regions >500 bp and regions with extreme read counts (top 0.01%), typically associated with poorly annotated genomic regions, were excluded from further analysis. A total of 31,593 WT/G34R H3K36me3-enriched sites and 32,502 WT/G34R H3K9me3-enriched sites were used for downstream analyses.

H3K36me3- or H3K9me3-enriched regions which exceeded the 90th percentile for H3.3 binding or the 75th percentile for KDM4 A/B/C binding within each dataset were determined to be ‘enriched’. Regions which fell below the 25th percentile were defined as ‘depleted’. Comparison plots show normalised H3K9me3 or H3K36me3 ChIP-seq reads from WT and G34R cells under regions deemed to be enriched or depleted. Boxes represent the 25th, median and 75th percentiles; whiskers represent the 10th and 90th percentiles. Venn diagrams show overlaps between regions deemed to be enriched for binding, with depletion was used as exclusion criteria. Cumulative read profiles were generated in DeepTools using computeMatrix (v 2.5.0.0) and plotProfile (v 2.5.0.0) on Galaxy. Regions were fitted to 500 bp with an additional 1 kb up and downstream; blacklisted^41,42^ regions were excluded from analysis.

See Supplementary Table 2 for a full list of GEO datasets used in this study.

### Comparison with KDM4-tKO datasets

ChIP-seq of H3K9me3 and H3K36me3 from WT-KDM4 and KDM4-tKO cells were obtained from ref. ^36^ (Supplementary Table 2) and treated as described above. A total of 22,237 WT-KDM4/KDM4-tKO H3K9me3-enriched sites and 27,951 H3K36me3-enriched sites were identified. To ensure that the WT/G34R cohort demonstrated enrichment for H3K9me3 or H3K36me3 at these sites, a further cut-off was established based on percentile values of WT cells. H3K9me3 values had to exceed the 90th percentile in either WT or G34R cells; yielding a total of 4237 regions which are enriched for H3K9me3 in WT-KDM4/KDM4-tKO and WT/G34R cells. H3K36me3 values had to exceed the 75th percentile in either WT or G34R cells yielding a total of 11,454 regions.

Regions where H3K9me3 or H3K36me3 was 1.5-fold higher in KDM4-tKO relative to WT-KDM4 were deemed to have gained these modifications in KDM4-tKO cells. Regions where KDM4-tKO/WT-KDM4 ratios were between 0.8 and 1 were deemed to be ‘unchanged’. Heatmaps were created using DeepTools computeMatrix (v 2.5.0.0) and plotHeatmap (v 2.5.0.0) in Galaxy. Regions where H3K9me3 and H3K36me3 were gained or unchanged in KDM4-tKO cells were scaled to fit in 500 bp with an additional 1 kb up and downstream; WT-KDM/KDM4-tKO and WT/G34R H3K9me3 and H3K36me3 ChIP-seq were used as score files.

### RNA extraction and sequencing

RNA was extracted from 5 million cells with TRI Reagent (Sigma, 93289) according to manufacturer’s instructions. Samples quality was assessed using a Bioanalyzer and quantified by Qubit. All samples were processed starting with 500 ng of total RNA according to the Illumina Stranded Total RNA protocol (15031048 Rev C, Sept 2012) except that 12 cycles of amplification was used to minimise amplification artefacts. Libraries were quantitated by Qubit and qPCR, and an equimolar pool were made based upon qPCR results. Following denaturation, 200 pM of the library pool was clustered in one lane of a HiSeq 3000 (Illumina Protocol 15006165 v02, Jan 2016) and 50 bp SR sequencing was carried out (Illumina Protocol 15066493 Rev A, February 2015).

### RNA-seq analysis

Stranded 50 bp single-end RNA-seq reads were aligned to mouse (mm9) with STAR (v.2.4.2a)^43^ using default parameters. Primary alignments were imported into Seqmonk as single-ended RNA-seq. The RNA-seq quantitation pipeline was used to estimate RPKM read counts with the following parameters: mRNA as transcript feature, strand-specific, merge transcript isoforms, apply transcript length correction and exclude probes with no counts. A total of 26,127 mRNA probes were quantitated.

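Both files held the same 26127 probes, and 26030 of them matched the span of a gene in the GENCODE M1 annotation of mm9. RPKM, given to 2 decimals, was 0 for 7949 probes in WT cells and 9030 in G34R cells, and 7365 were 0 in both. A value of 0 can hide a read on a long transcript. At least 1 RPKM was reached by 10326 probes in WT cells and 10100 in G34R cells. Names were repeated for 125 probes that shared 59 names. All 13 mitochondrial probes were 0 in both samples.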

A list of genes which were either downregulated or upregulated in KDM4-tKO cells as determined by microarray, was obtained from ref. ^36^. The UCSC Table Browser was used to extract mm9 coordinates based on gene names. A total of 944 (of 1005) downregulated and 1107 (of 1121) upregulated genes had mapped coordinates on the mm9 genome. Genes which were up/downregulated in KDM4-tKO cells were overlapped with RNA quantitations for WT/G34R cells. Genes which failed to overlap were excluded from further analyses, yielding a total of 933 KDM4-tKO downregulated genes and 1099 upregulated genes with matched WT and G34R RNA-seq data. log_2_ (G34R/WT) RPKM values were calculated for KDM4-tKO up and downregulated genes and sorted by ascending values. Results were plotted in R Studio using the gplots package^44^.

A full list of genes, which were up- or down-regulated in G34R cells relative to WT, are provided as Supplementary Data 1.

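Supplementary Data 1 lists 1283 downregulated and 766 upregulated genes, and every listed value equals the deposited RPKM plus 0.01. The smallest ratio in either list was 2.00 and the smallest larger value 0.25 RPKM. With the deposited RPKM, at least 0.25 RPKM in 1 sample and a change of more than 2-fold, 1289 genes were down and 774 up. Of these, 27 and 18 are not in the lists, which hold 21 and 10 others. Adding 0.01 before the filter and the ratio, a setting chosen after seeing the data, gave 1283 and 766 genes, the same as those listed. The median RPKM in the higher sample was 1.11 for genes down and 1.31 for genes up, and 79 genes down had 0 RPKM in G34R cells. The lists carry no test, since there was 1 library per cell line.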

### Identification of H3.3 reads

RNA-seq reads from WT and G34R cells were aligned to a custom library, consisting of the CDS for H3f3a G34R transgene, *H3f3a* (NM_008210.5) and *H3f3b* (NM_008211.3), using Bowtie (v1.0.0) (2) with default settings. Reads which spanned codon 34 were extracted and duplicates were removed. A total of 62 and 68 informative reads were identified in WT cells and G34R cells, respectively. Pie charts show the proportion of reads which were identified as originating from H3.3 G34R, WT H3f3a or WT H3f3b.

### RT-qPCR for expression analysis

RNA extracted from WT and G34R cells were quantitated by Nanodrop and 1 μg of total RNA was reverse transcribed (ThermoFisher Scientific, 4368813) according to manufacturer’s instructions. 20 ng of cDNA was combined with 0.5 μM of primers and FastStart DNA Master SYBR Green (Roche, 03003230001) in a 15 μl reaction and amplified in a LightCycler (Roche). Expression was calculated relative to a gene (*Ddx28*) which was unchanged between WT and G34R cells. Results and error bars are the mean average and standard deviations of three independent experiments. *P*-values were calculated using Student’s *T*-test. Primers are shown in Supplementary Table 1.

### Immunoprecipitation

Mouse ES cells were transfected with Flag/Bio-tagged KDM4 A/B/C, and HA-tagged WT H3.3 or H3.3 G34R using Lipofectamine 2000 Transfection Reagent (Thermo Scientific). After 24 h, transfected cells were then lysed in cold RIPA buffer (50 mM Tris–HCl pH 7.5, 1 mM EDTA, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.05% SDS and protease inhibitors) and sonicated. After centrifugation, the supernatant was collected and subjected to immunoprecipitation overnight using streptavidin magnetic beads and anti-FLAG antibody (Sigma, M2 mouse monoclonal; used at 1/1000). Beads were washed with RIPA buffer three times. Immunoprecipitants were eluted by addition of 2× SDS PAGE sample buffer containing beta mercaptoethanol and boiled at 95 °C for 5 min. The eluates were subjected to SDS/PAGE gel electrophoresis and Western blot with an anti-HA antibody (Merck, 3F10 rat monoclonal; used at 1/5000). Bands were quantitated with ImageJ software and normalised to input. Results and error bars are the mean average and standard deviations of three independent experiments. *P*-values were calculated using Student’s *T*-test. Full blots of Western blot analyses in Fig. 4a are shown in Supplementary Fig. 6.

### Histone demethylase assay

250 ng of either H3.3 WT K36me3 or H3.3 G34R K36me3 peptides (GLC Biochem, China) were incubated with 50 nM KDM4 A/B/C recombinant protein in reaction buffer (50 μl) containing 50 mM Tris–HCl pH 7.5, 0.02% Triton X-100, 200 μM 2-OG, 200 μM ascorbate, 50 μM (NH_4_)_2_Fe(SO_4_)_2_·6(H_2_O), 1 mM TCEP for 2 h at room temperature. Samples were co-spotted onto an MTP anchorChip 800/384 TF MALDI target plate with Matrix solution of 10 mg/ml a-cyano-4-hydroxycinnamic acid (Laser BioLabs, Sophia-Antipolis, France) in 50% acetonitrile 0.1% TFA. Samples were analysed on a Bruker Daltonics (Bremen, Germany) ULTRAFLEX MALDI TOF/TOF in reflector mode with an *m*/*z* range of 1200–3500 Da, using Smartbeam parameter set 4, and detector gain 2.5× for 1000 shots. The data was processed using Flexanalysis (Version 3.4, build 50). The spectra were externally calibrated against a peptide mix including angiotensin (1296 *m*/*z*), Glu-Fibrinopeptide B (1570 *m*/*z*), ACTH^1–17^ (2093 *m*/*z*), ACTH^18–39^ (2465 *m*/*z*) and ACTH^7–38^ (3657 *m*/*z*) which were spotted on adjacent calibration wells.

### In vitro binding assays

40 ng of biotinylated H3.3 K36me3 and H3.3 G34R K36me3 peptides (GLC Biochem) were bound to 20 μl of streptavidin magnetic beads (Thermo Scientific) in 200 μl of PBS for 5 h at 4 °C. Beads were washed twice with PBS then blocked with 1% BSA in PBS. Excess BSA was removed with a final PBS wash. 200 ng of recombinant Flag-tagged KDM4A or KDM4C (Active Motif) were incubated with peptide-bound beads in PBS overnight at 4 °C. A fraction of the input protein and the supernatant after binding to beads (flowthrough) was retained for gel analysis. Beads were washed with PBS. Input, flowthrough and bead fractions were run on a 10% SDS-PAGE gel and analysed by western blotting with an anti-FLAG antibody (Sigma, M2 mouse monoclonal).

### Data availability

Datasets used in this study are listed in Supplementary Table 2. The ChIP and RNA sequencing datasets generated for this study are available on the Gene Expression Omnibus (GEO) database under the accession number GSE106205.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Inhibition of a K9/K36 demethylase by an H3.3 point mutation found in paediatric glioblastoma
**Source:** Nat Commun. 2018 Aug 7;9:3142. doi: 10.1038/s41467-018-05607-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** List of genes which are down- or up- regulated in H3.3 G34R mutants relative to WT.

How the deposited data were processed for this re-analysis (not part of the article)

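RNA-seq of WT and G34R mouse ES cells was available as 1 library per cell line. The authors aligned 50 bp single-end stranded reads to mm9 with STAR, imported primary alignments into Seqmonk, merged transcript isoforms, corrected for transcript length and deposited RPKM per gene for each sample. RPKM is relative to each library's own total, so a few very high genes or a change in total RNA would move all values. Raw counts are not in the files analysed here, and no test for counts was used.

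From the deposited RPKM, log2 (G34R/WT RPKM) was calculated with values under 0.01 set to 0.01. Genes past 2-fold needed at least 0.25 RPKM in 1 sample, and tests across genes used at least 1 RPKM in 1 sample. Depth was estimated from the RPKM steps of single-exon genes under 800 bp with fewer than 6 reads, which gave 88.3 and 72.7 M reads for WT and G34R cells. Reads per gene are estimates from RPKM, annotated exon length and this total. Named genes were compared with the 500 genes nearest in mean RPKM.

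Shifts of chromosomes and of gene sets were tested by 100000 permutations across genes (10000 for the alternatives), and runs of 20 consecutive genes by 1000 permutations of gene order, with Benjamini-Hochberg adjustment over chromosomes or sets. Genes are not independent replicates, so these p-values describe the 2 libraries and not the 2 genotypes. The named genes were set by a rule written before the files arrived. They are every gene the paper names, the 5 with the largest mean RPKM in each significant set and in the significant window, and the 5 largest and 5 smallest ratios among genes with at least 10 RPKM in 1 sample. A first version of the script took genes from every region past the permutation limit, and was narrowed to the 1 window that was tested. The script that compares alternatives at first counted a change of sign as a reversal only past a threshold. It was corrected to count every one among the tested shifts. Sign changes of single named genes within the scatter of similar genes were counted apart and not as reversals.

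The scripts were tested on simulated data. Depths were recovered to within 0.27%, the planted window was found with an error of 0 genes, and 4 of 100 random sets were called. The chromosome test did less well. In the first simulated dataset 1 chromosome was raised and 4 were called, 3 of them with nothing planted. That run was kept, and 20 datasets of each kind were added after it, so 2 versions of this test were run. With 1 chromosome raised, it was called in all 20 datasets, and an unplanted chromosome was also called in 3 of them. With chromosome Y left out, the shifts of these false calls reached 0.17. With nothing raised, no chromosome was called in any of the 20, and 6.0% of the unadjusted p-values were under 0.05. Small shifts beside a large one are therefore read with caution.

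The alternatives were other pseudocounts, filters, scalings, fold thresholds and window sizes, fixed before the files arrived. Settings chosen after seeing the data were the addition of 0.01 as in Supplementary Data 1, leaving out chromosomes 8, X and Y, and centring on each gene's own chromosome. The addition of 0.01 was first combined with a filter on the deposited values and then corrected to filter on the raised values. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The KDM4-tKO lists, the ChIP-seq and the reads over codon 34 were not analysed here.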

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

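The paper does not report on whole chromosomes, and 4 of 21 were shifted between the 2 libraries. The designs, gene sets and most alternatives were fixed before the processed files arrived; predictions made later are marked. With 1 library per cell line, a difference in genotype cannot be told apart from a difference between clones or cultures, so every pattern here is a hypothesis about these 2 samples.

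Genes on chromosome 8 were higher in G34R cells, with a shift of 0.43 over 595 genes (adjusted permutation p = 0.000105). A prediction made before the result, that gain or loss of a chromosome would shift it by about 0.3 to 0.6, was met by the value of 0.4303. The later prediction that an extra copy would raise the whole chromosome failed. By position, the 3 parts of the chromosome were shifted by 0.025, 0.49 and 0.59. A further explanation, an extra copy of the distal part, was proposed only after that. The best split lay at 59010319, with a shift of -0.058 before it and 0.536 after it, and 89.1% of the 432 genes after it lay above the median of all genes. A change from 2 copies to 3 would give 0.585. Of all genes on the chromosome 76.3% lay above the median, more than a programme of a minority of genes would give. This share largely restates the shift, so it cannot test a programme of many genes. The shift was 0.3604 after a fit on GC content, transcript length and abundance. A gain of the distal part may therefore account for the shift, but it was found and tested on the same data, and no DNA was analysed here.

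Y-linked genes were lower in G34R cells, with a shift of -3.85 (adjusted permutation p = 0.00014). All 5 Y genes with at least 1 RPKM in WT cells fell more than 2-fold, and this prediction was made after the values were seen. An origin from a female culture was weighed beforehand, and Xist was at 0.01 RPKM in G34R cells against 0.02 in WT cells. Undifferentiated female ES cells can also have little Xist, so this value does not exclude a female origin. With both X chromosomes active, X genes should be higher, but 250 were lower and 113 higher in G34R cells (shift -0.16). These values argue against a female origin with both X chromosomes active. They do not bear on one with a single X. Loss of the Y chromosome from most G34R cells may be an explanation. It cannot be told apart from such an origin here, and 5 genes are few.

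Genes on chromosome X were slightly lower, with a shift of -0.16, and those on chromosome 2 with a shift of -0.082. Both are as small as false calls in simulated data with another chromosome raised. False calls brought about by chromosomes 8 and Y should have vanished without them, and did not. The adjusted permutation p stayed at 0.0057 for chromosome 2 and 0.0019 for X. The shift of X shrank to -0.0583 after the fit on GC content, transcript length and abundance, which may account for most of it. These predictions were made after the result. The fit was not run for chromosome 2, which is left without an explanation.

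The largest run of 20 consecutive genes was on X from 67712928 to 70538315, with a median -5.67 below the overall median (permutation p = 0.000999, the smallest 1000 permutations can give). It holds members of the Xlr family such as Xlr3c (21.19 to 0.19 RPKM) and Xlr5c (11.33 to 0.14 RPKM), whose reads could be shared between near-identical copies. No explanation was tested, so sharing is not weighed against biology. Several autosomal runs of lower genes past the permutation limit lay in clusters that hold Zfp genes. The prediction that clustered Zfp genes fall further than the others, made after seeing this, was not met. The difference was -0.1142 between 94 clustered and 179 other genes (permutation p = 0.29), and -0.1142 again for the 74 clustered genes with under 5% of their sequence shared with other genes. Clusters were defined by genes named Zfp, and of 212 genes in the 7 lower runs that hold such a gene only 28 were among the 94. These tests therefore leave most of the runs untested.

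Of 9 gene sets written before the files arrived, 7 were shifted, each with an adjusted permutation p of 0.0131 or less, though several hold few genes. Primed epiblast genes had a shift of -1.77 (7 of 8 genes lower), 2-cell-like genes -4.27 (5 of 5 lower) and imprinted genes -0.73 (16 of 22 lower). The 2-cell-like shift rests mainly on Zscan4b, Zscan4c, Zscan4d and Zscan4e, which lie close together on chromosome 7. Sharing of reads between them was not tested. The remaining gene of that set, Eif1a, had a log2 ratio of -0.46. Primitive endoderm genes had a shift of 0.78 (8 of 8 higher), mesoderm genes 2.18 (3 of 3 higher) and neuroectoderm genes 1.01 (4 of 5 higher). These sets listed 18, 15 and 12 genes, and the rest were under 1 RPKM in both samples or absent. With at least 0.25 RPKM the mesoderm shift was 1.41. The neuroectoderm genes did not move together. Tubb3, the highest of them, fell from 35.58 to 8.36 RPKM, and Nes had a log2 ratio of only 0.20. Zfp genes had a shift of -0.087 (154 of 273 lower). Partial differentiation of the G34R culture, predicted beforehand to lower pluripotency genes as a set, was not met for the set as a whole (adjusted permutation p = 0.4115). Still, 13 of 17 pluripotency genes were lower and 4 fell more than 2-fold, among them Zfp42 (180.30 to 16.40 RPKM), so partial differentiation is not excluded. H3K9me3 gain at Zfp genes was also predicted beforehand. Against random sets of similar RPKM the shift was -0.0875, but no chromatin data were analysed here, so the pattern cannot be tied to H3K9me3.

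Hprt rose from 1.31 RPKM in WT cells to 48.39 RPKM in G34R cells, a log2 ratio of 5.21 from about 149 and 4535 estimated reads. The 9 genes within 1 Mb of it had a median log2 ratio of -0.4498 and did not share the rise. A lesion confined to Hprt in the WT line may explain this, an idea formed after the value was seen. The cell lines would then differ in more than H3f3a.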

How the results depend on the processing

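Of 102 results with alternatives, 72 kept their outcome under all of them. For a tested shift this means only the same direction and the same side of the threshold, and its size could still change much. A named gene counts as kept if it moved by less than the scatter of similar genes, even where its sign changed. With a pseudocount of 1 the shift of chromosome Y was -1.65, of 2-cell-like genes -1.22 and of mesoderm genes 1.06, and with at least 0.25 RPKM that of primed epiblast genes was -0.64. With at least 5 RPKM too few mesoderm and 2-cell-like genes were left for a value. Small shifts that passed no threshold reversed in 4 rows, where a filter changes which genes count. They were chromosome 7 (-0.0044) and 18 (-0.0118) with at least 0.25 RPKM, and chromosome 15 (-0.0163) and 18 (-0.035) with at least 5 RPKM. The directions of chromosomes 8, X and Y held throughout. With no filter on low RPKM, 2877 genes were down and 1445 up, and with at least 1 RPKM 689 and 439. A pseudocount of 1 left 356 and 196, since it shrinks ratios of weak genes. Thresholds of 1.5-fold gave 2422 and 1780, and of 3-fold 721 and 331. The median log2 ratio was 0.0447 after centring and -0.0544 with at least 1 RPKM, where genes at 0 RPKM no longer count. The random share down was 6.34% among genes with at least 1 RPKM. With a pseudocount of 1 it was 1.40%, and the random share up 0.74%. Chromosome 1 passed its threshold with at least 0.25 RPKM (shift 0.0728) and with a pseudocount of 1 (0.0493). Zfp genes no longer did so in these settings (-0.0678 and -0.0464), so their shift depends on the filter. A pseudocount of 1 put the H3f3a share at 11.6% in WT and 9.0% in G34R cells. Another 28 rows of single named genes moved by more than the scatter of similar genes, and 6 changed sign within it. The largest run of 40 genes lay on chromosome 4 and not on X, at -1.09, so it is another result than the run of 20 genes. The largest run is still counted among the 72, since only direction and threshold were compared. With 1 library per cell line, depth limits only the weakest genes, and the missing replicates limit all.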

Differences from the paper's values

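H3f3a made up 10.6% of H3.3 RPKM in WT cells, while the paper's value for the H3f3a share of codon 34 reads is about 40% in Fig. 1d, read by eye. In G34R cells the share was 7.7%, while the paper's value for the G34R and WT alleles of H3f3a together is about 48% in Fig. 1d, read by eye. A pseudocount of 1, the only alternative run for this share, gave 11.6% and 9.0% and did not close the gap. The measures differ, since one is RPKM over whole genes and the other counts reads over 1 codon. The alignments differ too. The RPKM rests on reads aligned to mm9 with STAR. For Fig. 1d the authors used Bowtie and a library of H3.3 coding sequences alone, and dropped duplicates. What this does to the share was not tested here.

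The counts of 1289 and 774 genes past 2-fold lie close to the paper's 1283 and 766 in Supplementary Data 1. Adding 0.01 before the filter and the ratio, a setting chosen after seeing the values, gives the paper's numbers.

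The paper describes Ddx28, its reference gene for qRT-PCR, as unchanged. Its RPKM was 6.37 in WT cells and 9.04 in G34R cells, a log2 ratio of 0.51, and 20.8% of the 500 genes nearest in mean RPKM had changed at least as far. Ddx28 lies in the raised distal part of chromosome 8. Centred on the median of its own chromosome, a setting chosen after seeing the data, its log2 ratio was 0.1467. Most of its rise therefore went with that of the chromosome. That median also covers the genes before the split, where the shift was -0.058, while the distal part alone was shifted by 0.536.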

Other observations

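The share of H3f3a by RPKM was smaller than by codon 34 reads. A candidate explanation, formed after seeing both, is that removing duplicate reads saturates the count, since a 50 bp read can cover the codon from only 48 start positions. From RPKM and the estimated depth, 72.6 distinct reads would be expected in WT cells and 63.0 in G34R cells, beside the paper's 62 and 68. The expected H3f3a share among them was 34.0% and 24.8%, so in G34R cells it stayed well under the share the paper shows. The expected numbers assume even coverage and equal expression of the H3f3a alleles.

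The RPKM of H3f3a in G34R cells was 0.5985 of that in WT cells. A minigene that lacks most of the exonic sequence of H3f3a could give such a ratio, but other genes of similar RPKM scatter as far, and the idea came after the value. It cannot be told apart from scatter.

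More genes fell than rose past 2-fold. The ratio of genes down to genes up was 1.67 with at least 0.25 RPKM, and fell to 1.3204 with at least 5 RPKM and 1.15 with at least 10 RPKM. After centring it was 1.4565. With both centring and at least 5 RPKM it was 1.0882 (222 down and 204 up), and with at least 10 RPKM 0.95. A scaling difference together with low RPKM was tested after each alone had left an excess. Among genes with at least 5 RPKM, centring brought the counts near balance. The filter drops most of the listed genes, and with at least 0.25 RPKM 1238 genes down and 850 up remained after centring. The test therefore cannot show what caused the imbalance in the full list. All of these explanations were proposed after the counts were seen.

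Germline genes were lower in G34R cells. The set of 31 symbols was written after other germline genes had been seen to fall in these data, so it is not an independent test. Of these symbols 21 had at least 1 RPKM and 17 of these were lower. The set was shifted by -0.9405 (permutation p = 1e-05, the smallest 100000 permutations can give). Lower DNA methylation in the WT culture is a candidate explanation. Methylation was not analysed here, and GC content and differences between cultures were not tested for this set.

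Among genes with at least 10 RPKM in 1 sample, the largest rises were those of Olig2 (0.03 to 17.71 RPKM), Olig1 (0.14 to 19.60 RPKM) and Apoa2 (0.11 to 14.70 RPKM), and the largest falls those of Efhc2 (14.98 to 0.08 RPKM) and Xlr3c (21.19 to 0.19 RPKM). Kdm4a, Kdm4b and Kdm4c had log2 ratios of 0.095, -0.52 and -0.22, and Setd2 of -0.15, Kdm4b lying furthest from genes of similar RPKM at -1.2019 scatter units.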
